A study of Homo sapiens with 15 samples.

How the data were processed

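RNA sequencing libraries of the human fibrosarcoma line HT-1080 were analysed in 5 groups of 3 libraries. Cycling cells received the vehicle DMSO and were labelled 6 h. Senescent cells had expressed a dominant negative form of TRF2 (gene TERF2) for 6 days before they received DMSO or 1 uM GNF-7 for 6 h or for 24 h. Each library was assigned to its group and replicate from its title, its time label and its library name, and each column of the count table was matched to a library by the library name in the labels.

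The authors deposited 1 table of raw counts of reads per Ensembl gene, without normalization. Per the labels' protocols, libraries were made with a stranded mRNA kit from total RNA. The aligner, the counting program, the annotation release and whether counting used strand are not stated in the labels or the header, so values of genes that overlap others, of antisense genes and of genes with near-identical copies are reported as uncertain. Overlaps were sought with protein-coding genes only, so a gene named without such a remark may still overlap a non-coding gene. The table had 60673 rows, of which 3 were left out because 1 gene entry was broken over 3 lines, which left 3 columns without a value. The first line holds the identifier of ANK2 and the last the counts. These lines hold 23 distinct positions, of which 15 equal exon ends in GENCODE release 29 on GRCh38, and coordinates are given from that annotation. The counts in the broken entry were at most 0.00475% of a library. Of the 60670 genes kept, 60400 identifiers (99.55%) were in the name table, and 23229 genes had no count in any library. No column was without a library.

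Total counts per library ranged from 25991007 to 32323393. A gene with 0 counts in a library could have up to 3 counts at the 95% level. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Pairs of libraries within each group were compared by a chi-square test of their counts, to look for a library entered more than once. In each pair the libraries differed by more than sampling noise. No library was left out. Replicate numbers were not used as pairs.

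Counts were tested with the edgeR quasi-likelihood test (version 4.0.16, R 4.3.3, robust estimates) after filterByExpr, which kept 18563 genes, and TMM scaling. A fit over all 15 libraries, with a term for each group and no replicate block, gave 5 contrasts, namely senescent against cycling cells in vehicle at 6 h, GNF-7 against vehicle at 6 h, the same at 24 h, the difference of the GNF-7 effects at 24 h and 6 h (the interaction), and vehicle at 24 h against vehicle at 6 h. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p under 0.05. Genes with a change of at least 2-fold among those called were counted apart. CPM values were computed by edgeR from the TMM-scaled library sizes and scale each count by the size of its library, SD is over the 3 libraries of a group, and the standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. The biological coefficient of variation was 4.64%.

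Lists of genes for 9 programmes were fixed before the data were examined, as were the contrasts, the first set of alternatives and the rule for naming genes. The lists covered the integrated stress response (ISR), the unfolded protein response (UPR), p53 targets, proliferation, the senescence-associated secretory phenotype (SASP), MAPK output, sterol synthesis, interferon response and lysosome. They were tested with camera (limma 3.58.1) on voom values with a preset correlation of 0.01, in both directions, adjusted over 45 tests. The genes named were 10 set in advance (TERF2, EIF2AK4, ATF4, DDIT3, ASNS, CHAC1, TRIB3, CDKN1A, MKI67 and IL6), for each contrast the 4 largest rises and 4 largest falls among called genes with a symbol, a mean of at least 5 CPM and, except for the interaction, no overlap between the replicates, and for each list the 3 members with the smallest p. Not every gene that meets the rule is used here. Correlations of log2 fold changes across genes were compared with 100 simulated data sets without effects that kept the shared control libraries, and a further 100 were read over a subset of genes and after removal of trends with GC content and length.

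The alternatives chosen at that stage were RLE size factors, total counts without a composition factor, no filter, a filter at a mean of 5 CPM, DESeq2 (version 1.42.0), limma voom, fits of only the groups compared, a replicate block, leaving out each library in turn and, for lists, fry and an estimated correlation. The replicate block and its outcome are given only where the alternatives are reported. Leaving mitochondrial genes out of the scaling and removing trends with GC content and length were chosen after seeing the data. The code was tested on simulated counts of 17968 genes with 200 genes changed 2-fold, of which edgeR recovered 188 (94%) with 12 false calls, DESeq2 187 with 11 and voom 187 with 9. With no list changed, 0 of 45 list tests were called, and a list changed by a log2 value of 0.5 was called in 2 of 2 tests. Both of those tests used the same changed GNF-7 24 h libraries. Genes were simulated independently, so this does not show how many false list calls correlated genes give. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.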

Results

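HT-1080 is a cell line from a human fibrosarcoma. GNF-7 is a kinase inhibitor, and the study's title names the kinase GCN2 (gene EIF2AK4), which acts upstream of the integrated stress response (ISR). The libraries comprised cycling cells in vehicle (DMSO), and senescent cells in vehicle or 1 uM GNF-7 for 6 h or 24 h, with 3 libraries in each of 5 groups. Library totals ranged from 25991007 to 32323393 counts. The number of genes with at least 1 count ranged from 22093 to 22395 in cycling cells, from 24916 to 25292 in senescent vehicle cells and from 26034 to 26774 in GNF-7 cells. The labels give no sequencing batch.

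TERF2 (ENSG00000132604, GRCh38 chromosome 16, 69355561 to 69408571, minus strand), whose mutant form was expressed to induce senescence, was measured first as a check of the labels. It was at 58.2 ± 3.65 CPM (SD, n = 3) in cycling cells and 287 ± 8.17 CPM in senescent vehicle cells at 6 h, a log2 fold change of 2.30 (SE 0.044, edgeR adjusted p 1.79e-48). The counts do not separate the mutant from the endogenous transcript, and the gene overlaps another on the same strand. In senescent cells TERF2 was lower after GNF-7, from 287 to 222 ± 8.60 CPM at 6 h (log2 fold change -0.37) and from 220 ± 7.26 to 132 ± 5.38 CPM at 24 h (-0.73). It was also lower in vehicle at 24 h than at 6 h (-0.39). Across the alternatives the log2 fold change of TERF2 in senescence ranged from 2.27 to 2.45, the highest with the filter at a mean of 5 CPM.

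The share of counts in mitochondrial genes differed between the groups. It was 4.32 ± 0.637% (SD, n = 3) in cycling cells, 11.7 ± 0.638% in senescent vehicle cells and 14.1 ± 1.08% in GNF-7 cells at 6 h. At 24 h it was 16.9 ± 1.80% in vehicle and 23.3 ± 0.767% in GNF-7. The libraries did not overlap in any of the 4 pairs of groups, and in each the exact permutation p, counting both directions, was 0.1 (adjusted 0.1), the smallest that 3 against 3 libraries allow.

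**Figure D1:**
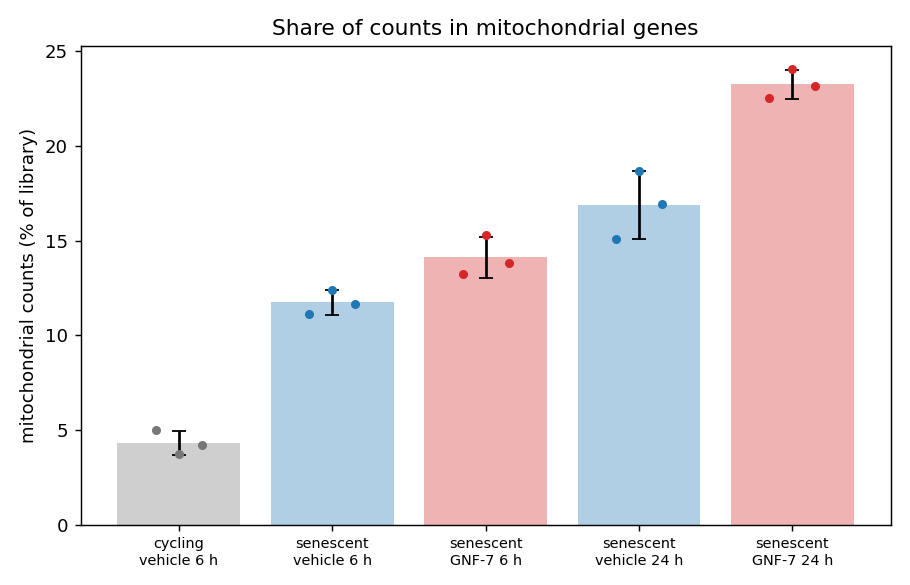
Share of counts in mitochondrial genes as a percentage of each library (y axis) in the 5 groups (x axis), with bars at the mean of 3 libraries, error bars of 1 SD and points for single libraries. The GNF-7 libraries at 24 h lie between 22.6% and 24.1%, above the vehicle libraries of the same time at 15.1% to 18.7%.

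The first comparison asked how senescent cells differed from cycling cells in vehicle at 6 h. Of 18563 genes tested, 12999 were called, 6615 higher and 6384 lower, and 3434 rose and 1404 fell by at least 2-fold. The filter at a mean of 5 CPM moved the count most, to 9211 of the 11234 genes it kept, and its scaling shifted the log2 fold changes of these genes by 0.15 in senescence and by 0.10 for GNF-7 at 24 h. Over these genes 934 rose and 1032 fell by at least 2-fold without that shift and 1173 rose and 746 fell with it. Scaling by total counts alone moved the median log2 fold change of all genes from 0.06 to 0.20. The largest falls under the naming rule were FAM111B (ENSG00000189057, chromosome 11, 59107185 to 59127410), at -4.00 (SE 0.097, edgeR adjusted p 5.95e-43), MYBL2 at -3.37, WDR76 at -3.31 and CCNE2 at -3.18. CCNE2 overlaps genes on the other strand. The largest rises included LCE1B at 6.61 and LINC01705 at 6.44, from 0.0568 ± 0.072 and 0.107 ± 0.0331 CPM in cycling cells. The cycling libraries held 0 to 4 counts of LCE1B, whose value ranged from 6.13 to 8.11 over the fits that each left out 1 library, the highest without cycling replicate 2. ZNF117 was at or under 3 counts in every cycling library and at least 16.4-fold higher in senescent cells, and TPRG1LP1, a processed pseudogene whose reads may be shared with its parent gene, was at least 43.2-fold higher. ZNF117 overlaps another gene on the same strand. The replicates of the genes chosen for the largest changes did not overlap, which chance gives for 10% of genes with 3 against 3 libraries.

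Several lists differed between senescent and cycling cells. All 36 proliferation genes tested were lower (median log2 fold change -1.90, camera adjusted p 2.22e-26), with RRM2, MCM2 and MCM4 having the smallest p (RRM2 overlaps a gene on the same strand and MCM2 one on the other), and MKI67 fell from 509 ± 24.3 to 149 ± 3.35 CPM (-1.77). Of 25 p53 targets, 24 were called higher and 1 lower (median 0.92, adjusted p 1.30e-14), with MDM2, CDKN1A and TP53INP1 having the smallest p, and CDKN1A rose by 1.43. MDM2 and TP53INP1 overlap genes on the other strand. All 22 sterol genes were lower (median -1.26, adjusted p 1.41e-12). Lysosomal genes were higher (median 0.91, adjusted p 4.60e-13; 22 of 24 called higher), as were SASP genes (0.79, 4.08e-04; 15 of 22) and interferon genes (0.46, 2.44e-04; 18 of 28). IL6 rose by 2.85 from 0.529 ± 0.0536 CPM and overlaps a gene on the other strand. ISR genes had a median of -0.70 (adjusted p 2.44e-04), with 33 of 45 lower and 11 higher. ATF4, ASNS, CHAC1 and TRIB3 were lower (-0.84, -0.91, -0.83 and -0.96), whereas DDIT3 was higher (1.19), as was GDF15 (2.39). UPR genes had a median of -0.23 (adjusted p 0.0412), a call that was lost with total counts, with the filter at a mean of 5 CPM (-0.077), in a fit of only these groups (-0.17) and after trends with GC content and length were removed (-0.38). MAPK genes had a median of -0.55 and were not called (adjusted p 0.0803), but were called without a filter (-0.53), after removal of those trends (-0.35) and under fry. Counts adjusted over the list alone were the same for each list in this contrast. With the correlation estimated per list, the choice that moved list calls most, 14 of the 29 calls among 45 tests held, and 28 held under fry. In senescence the calls for p53, proliferation and sterol genes held under both, and those for ISR, UPR, SASP, interferon and lysosome held under fry alone.

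The second comparison asked what GNF-7 changed in senescent cells after 6 h. There were 7286 called genes, 3315 higher and 3971 lower, of which 772 rose and 105 fell by at least 2-fold. ISR genes rose, with 43 of 45 called higher and 1 lower (median 1.51, camera adjusted p 1.55e-72, and 1.86e-05 with an estimated correlation). TRIB3, PSAT1 and SLC7A5 had the smallest p. CHAC1 (ENSG00000128965, chromosome 15, 40952962 to 40956519) rose from 5.65 ± 0.34 to 60.1 ± 2.35 CPM, a log2 fold change of 3.41 (SE 0.078, edgeR adjusted p 9.87e-44). TRIB3 rose by 2.80, ASNS by 3.00 and ATF4 by 1.25. DDIT3 (chromosome 12, 57516588 to 57521737) rose from 23.4 ± 0.347 to 154 ± 2.53 CPM (2.72), and its position overlaps other genes on both strands. EIF2AK4 itself did not differ beyond the replicate spread (-0.03, edgeR adjusted p 0.657), nor did CDKN1A (0.05, adjusted p 0.283), although CDKN1A was called (0.10) with the filter at a mean of 5 CPM. EIF2AK4 had the opposite sign with that filter (0.025) and without GNF-7 6 h replicate 2 (0.014). The largest rises were KLHL30-AS1 (4.22), LINC02806 (3.89), ADM2 (3.47) and CHAC1. KLHL30-AS1 lies antisense to another gene, so its value is uncertain. The largest falls were CCL2 (-2.92), FOS (-2.17), RGS4 (-1.76) and FAM111B (-1.67). The call for FOS was lost under limma voom (adjusted p 0.1).

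Among the other lists at 6 h, UPR genes had a median of -0.29 (camera adjusted p 2.76e-05), with 14 of 20 lower but XBP1 and HERPUD1 higher (1.15 and 0.93). Proliferation genes had a median of -0.21 (2.95e-06) and p53 targets of 0.29 (3.21e-08, with 17 of 25 called higher and 18 when adjusted over the list alone). Under an estimated correlation the p53 call held and the UPR and proliferation calls did not. Adjusted over the list alone, the counts also differed for proliferation (27 in place of 26 lower) and MAPK genes (5 in place of 4 higher). SASP, MAPK, sterol, interferon and lysosome genes were not called at 6 h. Their medians lay between -0.051 and 0.025, and those of the SASP, MAPK, sterol and lysosome lists changed sign under at least 1 alternative. Leaving out senescent vehicle 6 h replicate 1 changed the sign of the sterol (0.004) and lysosome (0.008) medians, and leaving out replicate 3 that of the MAPK median (-0.009). Under fry the SASP and interferon lists were called at 6 h, and the SASP list also after removal of the GC content and length trends (-0.043).

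**Figure D2:**
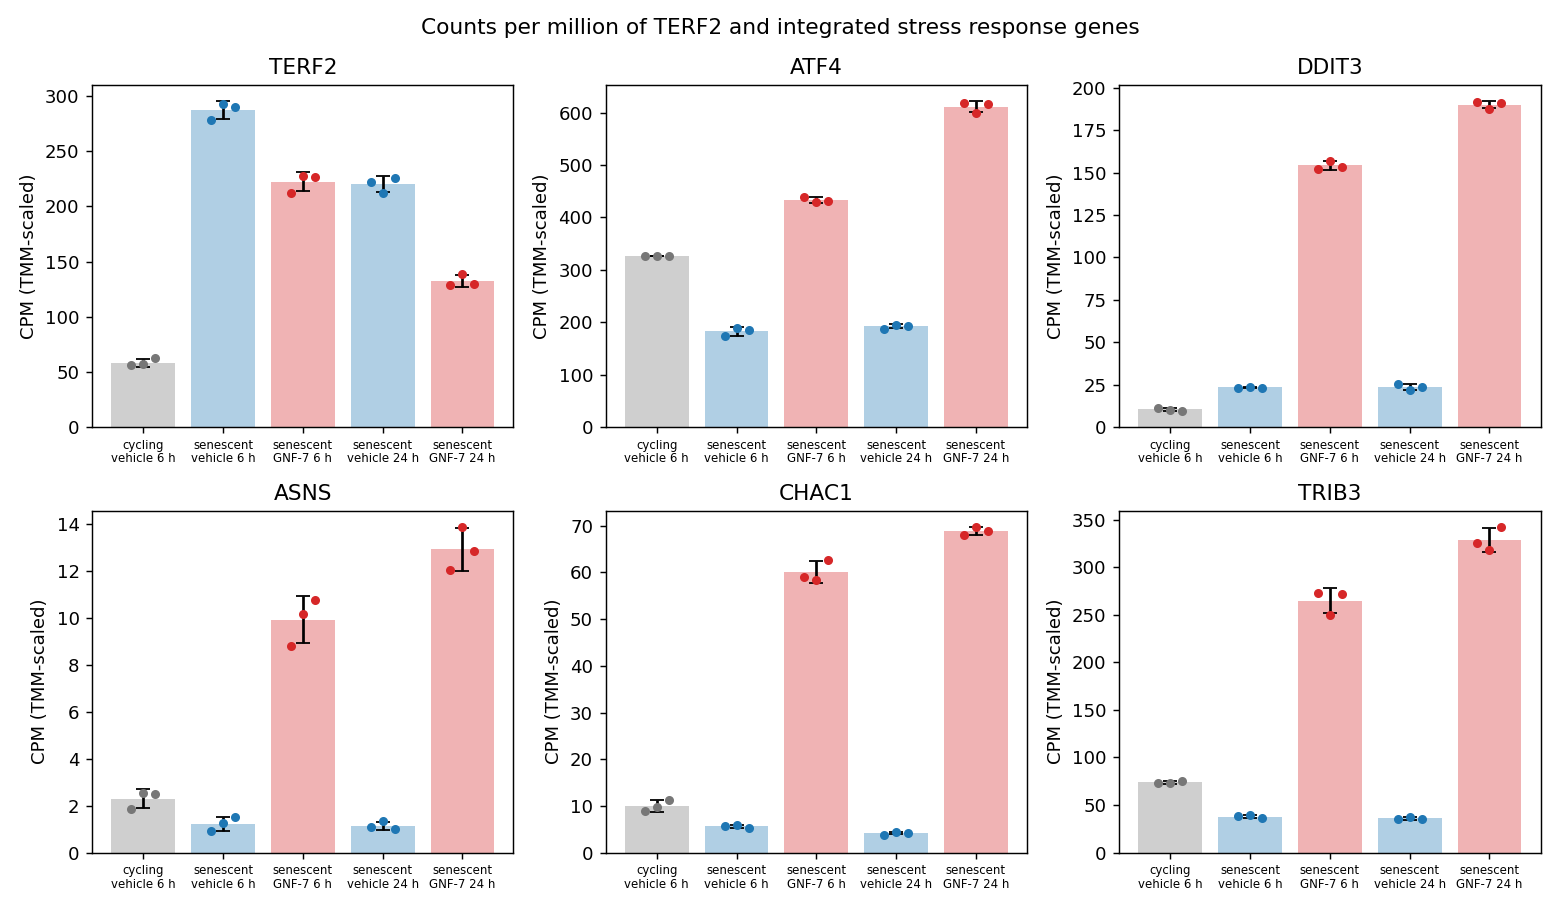
CPM after TMM scaling (y axis) of TERF2 and 5 integrated stress response genes in the 5 groups (x axis), with bars at the mean of 3 libraries, error bars of 1 SD and points for single libraries. ATF4, ASNS, CHAC1 and TRIB3 are lower in senescent vehicle than in cycling cells and highest in GNF-7 cells, and DDIT3 rises from 10.3 CPM in cycling to 23.4 in senescent vehicle and 154 in GNF-7 cells at 6 h.

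The third comparison made the same contrast after 24 h. There were 10940 called genes, 5434 higher and 5506 lower, with 1917 rises and 727 falls of at least 2-fold. Of 45 ISR genes 43 were called higher and 2 lower (median 1.63, camera adjusted p 1.24e-39, held under an estimated correlation). PSAT1, TRIB3 and PHGDH had the smallest p. CHAC1 rose by 4.05, ASNS by 3.49, TRIB3 by 3.18, DDIT3 by 3.02 and ATF4 by 1.67. EIF2AK4 was lower by a small amount (-0.15, edgeR adjusted p 0.00277). That call was lost with the filter at a mean of 5 CPM (-0.05) and without GNF-7 24 h replicate 3 (-0.10). The largest rises were LINC02806 (5.16), KLHL30-AS1 (4.90), KCP (4.35) and OLAH (4.15). KCP overlaps genes on the other strand. The largest falls were CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203), from 43.0 ± 3.95 to 0.793 ± 0.0658 CPM (-5.75, SE 0.126, edgeR adjusted p 5.38e-45), FAM111B (-3.52), FOS (-3.21) and RGS4 (-3.18).

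At 24 h all 22 sterol genes were lower (median -1.11, camera adjusted p 1.86e-14), and 35 of 36 proliferation genes were called lower (median -1.03, 1.55e-18). Both calls held under an estimated correlation. Adjusted over the list alone, 14 in place of 13 SASP genes were lower and 6 in place of 5 MAPK genes higher, and the other lists kept their counts. UPR genes (-0.52, 4.92e-03) and interferon genes (-0.28, 0.025) were lower, and neither call held under an estimated correlation. The UPR call was also lost with the filter at a mean of 5 CPM (-0.42). The interferon call was lost without vehicle 24 h replicate 2 (-0.26) and after removal of the GC content and length trends (-0.38). SASP genes had a median of -0.30 and were not called (adjusted p 0.0598), but were called without vehicle 24 h replicate 2 (-0.41) or without GNF-7 24 h replicate 2 (-0.36), after removal of the trends (-0.32) and under fry. CCL2 fell and IL6 rose (1.63). Medians of p53, MAPK and lysosome genes lay between 0.01 and 0.09 and were not called. The lysosome median changed sign without a filter (-0.013), after removal of the trends (-0.035), without vehicle 24 h replicate 2 (-0.033) and without GNF-7 24 h replicate 2 (-0.018). The MAPK median changed sign after removal of the trends (-0.015) and without GNF-7 24 h replicate 2 (-0.013), and the list was called under fry. The p53 list was called with the filter at a mean of 5 CPM (0.16).

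**Figure D3:**
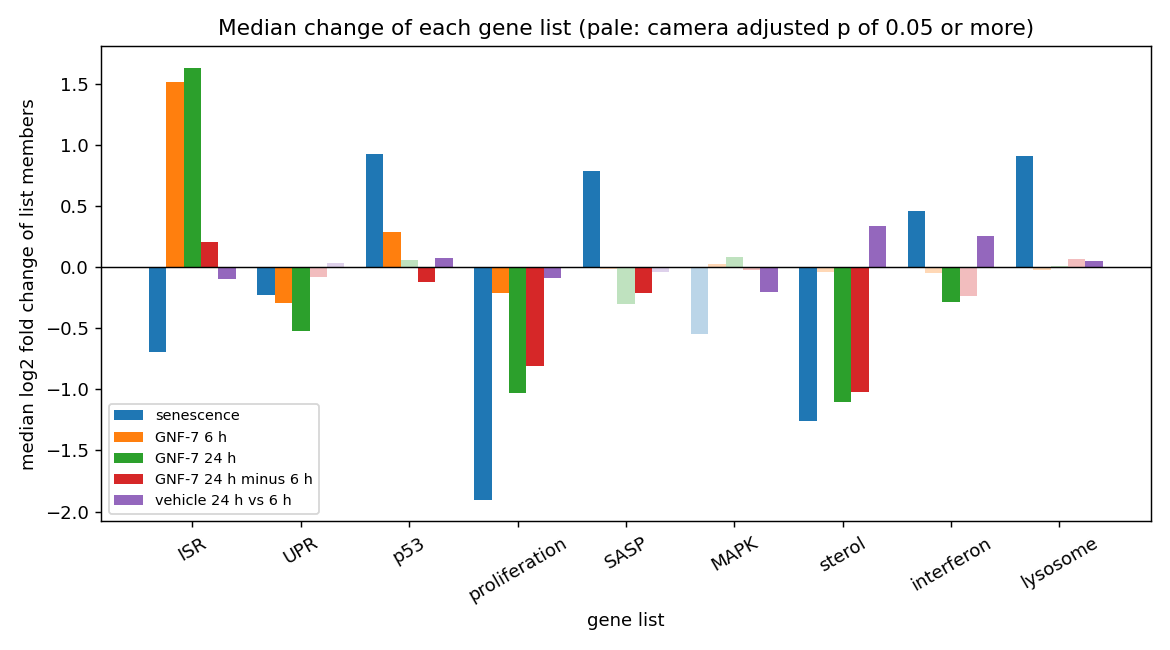
Median log2 fold change of the tested members of each list (y axis) for the 9 lists (x axis) in the 5 contrasts (colours), with pale bars where camera did not call the list. ISR genes have medians of 1.51 and 1.63 after GNF-7 at 6 h and 24 h against -0.70 in senescence; the small vehicle medians of the UPR, p53 and lysosome lists change sign when libraries are scaled by total counts.

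The interaction asked whether the effect of GNF-7 differed between 24 h and 6 h. There were 5723 called genes, 2373 with a higher and 3350 with a lower log2 fold change at 24 h. Of 5946 genes called at both times, 5627 (94.64%) changed in the same direction and 319 in opposite directions. ISR genes had a median difference of 0.20 (camera adjusted p 8.17e-07, 23 of 45 called higher, 24 when adjusted over the list alone). The difference was -0.81 for proliferation genes (3.12e-26), -1.02 for sterol genes (3.79e-26), -0.12 for p53 targets (1.29e-03) and -0.21 for SASP genes (0.0412). The calls for ISR, proliferation and sterol genes held under an estimated correlation and those for p53 and SASP did not. Adjusted over the list alone, 4 in place of 3 UPR, 5 in place of 4 SASP and 10 in place of 8 lysosome genes were higher, and 11 in place of 10 p53 targets lower. The p53 call was lost with the filter at a mean of 5 CPM (-0.07). The SASP call was lost with that filter (-0.27), without a filter (-0.20), without GNF-7 24 h replicate 1 (-0.21) and without GNF-7 24 h replicate 3 (-0.20). UPR (-0.08) and interferon (-0.24) genes were not called, each with an adjusted p of 0.0645, and both calls depended on single libraries. UPR genes were called without senescent vehicle 6 h replicate 1 (-0.10), GNF-7 6 h replicate 2 (-0.10), vehicle 24 h replicate 2 (-0.11), GNF-7 24 h replicate 1 (-0.096) or GNF-7 24 h replicate 3 (-0.089). Interferon genes were called without senescent vehicle 6 h replicate 2 (-0.26), GNF-7 6 h replicate 2 (-0.28), vehicle 24 h replicate 1 (-0.25) or GNF-7 24 h replicate 2 (-0.25), and without a filter (-0.24). Fry called both. MAPK (-0.02) and lysosome (0.06) genes were not called, and the MAPK median changed sign with the filter at a mean of 5 CPM (0.017), without GNF-7 24 h replicate 1 (0.012) and without GNF-7 24 h replicate 3 (0.002). Fry called the MAPK list. The largest positive differences were KCP (2.71), PAPPA2 (2.64), OLAH (2.59) and ATP6V0D2 (2.37), and the largest negative ones CCL2 (-2.83), LRRC17 (-2.60), PDE7B (-2.59) and VCAN (-2.49). KCP, ATP6V0D2 and LRRC17 overlap genes on the other strand. IL6 had a difference of 0.76 (edgeR adjusted p 0.0181), which was not called without vehicle 6 h replicate 2 (0.69) or vehicle 24 h replicate 3 (0.64). EIF2AK4 had a difference of -0.119 and was not called, except without GNF-7 24 h replicate 1 (-0.165, edgeR adjusted p 0.0319).

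**Figure D4:**
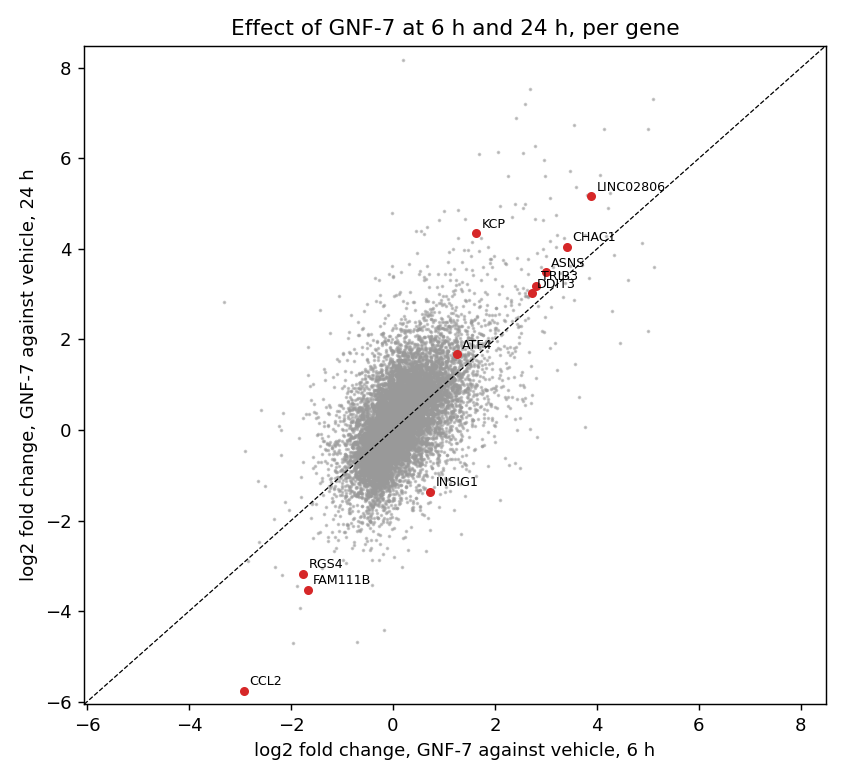
Log2 fold change of GNF-7 against vehicle at 6 h (x axis) and at 24 h (y axis), with a grey point per tested gene, named genes in red and a dashed line where both are equal. CHAC1 lies at 3.41 and 4.05 and CCL2 at -2.92 and -5.75.

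Vehicle libraries at 24 h and 6 h were compared to show what changed without GNF-7. There were 3443 called genes, 1719 higher and 1724 lower, with 56 rises and 43 falls of at least 2-fold. Scaling by total counts gave 5019 called genes, of which 12.49% were higher in place of 49.93%, and moved the median of all genes from 0.01 to -0.10. Sterol genes were higher (median 0.33, camera adjusted p 2.17e-19), as were interferon genes (0.25, 1.22e-05). MAPK (-0.20, 1.07e-05), ISR (-0.10, 2.95e-06) and proliferation genes (-0.09, 1.06e-05) were lower. The proliferation median ranged from -0.149 to -0.093 over the fits that each left out 1 library, and from -0.200 to -0.084 over all alternatives. P53 targets were higher (0.08, 2.22e-03) and so were lysosome genes (0.05, 0.0476), but both medians changed sign with total counts. SASP (-0.04) and UPR (0.04) genes were not called. The SASP median changed sign without senescent vehicle 6 h replicate 2 (0.049) and the UPR median without vehicle 24 h replicate 1 (-0.024). The lysosome call was also lost without senescent vehicle 6 h replicate 2 (0.026) or 3 (0.045) and without vehicle 24 h replicate 1 (0.017) or 3 (0.044). The sterol, MAPK and ISR calls held under an estimated correlation. Adjusted over the list alone, 20 in place of 16 ISR and 3 in place of 2 lysosome genes were lower. Those higher were 3 in place of 1 for ISR, 7 in place of 5 for UPR, 2 in place of 0 for MAPK, 20 in place of 18 for sterol and 14 in place of 13 for interferon genes. The largest falls were BMP6 (-1.59), NR4A3 (-1.48), TNFRSF19 (-1.33) and NOX4 (-1.30). The largest rises were RN7SL1 (1.33), MYO15B (1.17), SSPOP (1.04) and PER3 (1.02). PER3 and RN7SL1 overlap genes on the other strand. RN7SL1 also has near-identical copies, so its value is uncertain, and its call was lost without a filter (1.32, edgeR adjusted p 0.0728) and in each of the 6 fits that left out a library of either group (1.25 to 1.51). IL6 fell by 1.62 in vehicle, and EIF2AK4 (-0.065), ATF4, DDIT3, ASNS and TRIB3 were not called. With total counts EIF2AK4 and TRIB3 were called (-0.18 for each). CDKN1A rose by 0.16, a call that was lost with total counts (0.049, edgeR adjusted p 0.348). The signs of ATF4 (0.07) and DDIT3 (0.002) in vehicle changed with total counts, and that of ASNS (-0.11) without senescent vehicle 6 h replicate 3 (0.061). The sign of DDIT3 also changed without senescent vehicle 6 h replicate 1 (-0.004) or 3 (-0.002) and without vehicle 24 h replicate 1 (-0.052).

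Log2 fold changes were compared across the 18563 genes, which are not independent replicates. The effects of GNF-7 at 6 h and 24 h had a Spearman correlation of 0.609 (Pearson 0.618), against -0.018 to 0.016 in 95% of data simulated without effects. The senescence change and the effect of GNF-7 at 24 h, which share no libraries, had a Spearman correlation of 0.396 (Pearson 0.405), against -0.015 to 0.016. For GNF-7 at 6 h, which shares the senescent vehicle libraries with the senescence contrast, the Spearman correlation was 0.232 (Pearson 0.213) against a simulated median of -0.436. That median is what noise in the shared libraries gives alone, since the simulated data hold no effects. The value to expect where many genes change was not simulated, so the distance from -0.436 does not measure an excess. Omitting the filter moved the observed correlations most, to 0.251, 0.199 and -0.134. The simulated values were not recomputed without a filter. Of 8721 genes called in both senescence and GNF-7 at 24 h, 6223 (71.4%) changed in the same direction.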

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

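The tests of the vehicle arm, of TERF2 and of the split that swaps the vehicle times were chosen only after the results were seen, and the counts of the other splits of the libraries were chosen before.

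The effect of GNF-7 differed between 24 h and 6 h, by a test of the difference itself, for 5723 genes, and 319 genes called at both times changed in opposite directions with that difference called. Of 100 splits drawn from the 200 that relabel times within the GNF-7 and within the vehicle libraries, 1, the real one, gave as many genes. Among the other splits drawn, 6 kept the GNF-7 times and mixed the vehicle times, and these gave 4434 to 5666 genes. The 93 that mixed the GNF-7 times gave at most 22. The split that kept every group whole and swapped the times of the vehicle libraries was not among those drawn. Fitted by itself it gave 8023 genes and 7 lists, more than the real split, so the real count is not the highest of all possible splits. A split that mixes libraries of different times puts their difference into the replicate spread, so low counts in mixed splits follow from the design and do not show which arm the real count rests on. The number of called lists is not separated from other splits, since 21 of the 100 splits gave as many lists as the real one.

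The lists whose effects differed between the times had median differences of 0.204 (ISR), -0.118 (p53), -0.811 (proliferation), -0.215 (SASP) and -1.024 (sterol). The SASP call was lost without GNF-7 24 h replicate 1 (-0.213) or 3 (-0.203). A change over time in vehicle alone was weighed by comparing GNF-7 at 24 h with GNF-7 at 6 h. The medians there were -0.942 for proliferation and -0.626 for sterol genes, in the direction of the difference (camera adjusted p 3.86e-24 and 3.07e-13 with the preset correlation, 5.32e-04 and 0.00783 with an estimated one), which argues against the vehicle change as the whole source of these differences. The vehicle medians were -0.09 for proliferation (-0.200 to -0.084 across the alternatives) and 0.334 for sterol genes, so part of the sterol difference lies in vehicle. ISR genes had a median of 0.114 in the GNF-7 libraries (25 of 45 called higher and 12 lower) beside -0.096 in vehicle, and SASP genes -0.279 beside -0.043. The preset correlation (adjusted p 0.0177 and 0.0235) and fry (6.73e-06 and 1.54e-05) called both in the GNF-7 libraries, but an estimated correlation called neither (0.212 for each). For p53 targets the GNF-7 libraries had a median of -0.04 (adjusted p 0.192, and 0.409 with an estimated correlation) beside 0.077 in vehicle, and only fry called them (7.13e-06). For these 3 lists a change in vehicle cannot be told apart from one in GNF-7 cells, since the call depends on the correlation assumed between genes. GC content and length as the whole source of the fall of sterol genes at 24 h are argued against by a median of -1.117 after trends with both were removed. A longer exposure to GNF-7 may also underlie these differences, and stays open as a hypothesis, since time in culture and exposure rise together.

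The single genes named for the largest differences were KCP (2.712), PAPPA2 (2.640), OLAH (2.592) and ATP6V0D2 (2.368) on the positive side and CCL2 (-2.834), LRRC17 (-2.600), PDE7B (-2.588) and VCAN (-2.493) on the negative side. KCP, ATP6V0D2 and LRRC17 overlap genes on the other strand, and whether counting used strand is not stated, so reads of those neighbours were not excluded. Of the genes set in advance, ATF4 (0.424), DDIT3 (0.30), CHAC1 (0.642), TRIB3 (0.378) and IL6 (0.761) had a higher log2 fold change of GNF-7 against vehicle at 24 h than at 6 h, and MKI67 (-1.295), CDKN1A (-0.306) and TERF2 (-0.363) a lower one. The arms did not share these alike. IL6 fell between 6 h and 24 h in the GNF-7 libraries (-0.864, edgeR adjusted p 7.29e-06), and its difference is positive because it fell further in vehicle (-1.625, 3.11e-09). That difference was not called without vehicle 6 h replicate 2 (0.69) or vehicle 24 h replicate 3 (0.638). CHAC1 rose by 0.198 in the GNF-7 libraries (0.0041) and fell by 0.444 in vehicle (0.00183), which is 69.2% of its difference. CDKN1A fell by 0.146 in the GNF-7 libraries and rose by 0.16 in vehicle, but the vehicle rise was 0.049 and not called with total counts (adjusted p 0.348), so its split between the arms depends on the scaling. For ATF4 (0.497), DDIT3 (0.302), TRIB3 (0.311), MKI67 (-1.548), TERF2 (-0.748) and the 8 genes with the largest differences, the change in the GNF-7 libraries had the sign of the difference and was larger than that in vehicle. Causes within either arm were not tested for single genes, apart from TERF2.

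TERF2 fell after GNF-7 at 24 h by 87.8 CPM (SE 5.22), more than the 58.2 CPM measured in cycling cells. If the endogenous transcript was no higher in senescent than in cycling cells, which was not measured, its fall alone is too small for this, and transcripts of the introduced mutant may have fallen too. Counts per gene do not separate the 2 transcripts.

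The gene entry that was broken over 3 lines was not used in any comparison. Its counts were at 12.9 ± 4.59 CPM in cycling cells and 38.8 ± 3.17 CPM in senescent vehicle cells at 6 h, a ratio of 3.00 (SD, n = 3), with 42.1 ± 7.60 CPM in vehicle and 33.3 ± 17.8 CPM in GNF-7 cells at 24 h. GNF-7 24 h replicate 2 stood at 13.25 CPM against 47.16 and 39.41 in the other libraries of its group. Values for the GNF-7 6 h libraries are missing from the entry. The identifier of ANK2 (ENSG00000145362) stands on the first of its lines and the counts on the last, so that the counts belong to ANK2 rests on the order of the lines. That the GNF-7 6 h columns were counted with another annotation or setting is argued against by the rest of the table, where 0 genes had no counts in those libraries and at least 20 in each of the other senescent libraries, as in the other senescent groups. The line break itself may have shifted cells between columns, so the entry's values are uncertain, and no biological explanation was tested.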

How the results depend on the processing

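Removal of GC content and length trends and scaling without mitochondrial genes were chosen after seeing the data; the other alternatives were chosen before.

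The numbers of called genes stayed within 1.5 times under each alternative, from 9211 to 13032 in senescence, 6042 to 7481 for GNF-7 at 6 h, 8142 to 11062 at 24 h, 5120 to 5921 for the difference between times and 2535 to 5019 in vehicle over time. TERF2 in senescence stayed called, from 2.27 to 2.45. Of 45 list medians with their calls, 15 did not change under any alternative run, and 24 did not when fry and the estimated correlation were set aside. Of 212 results for named genes, 197 did not change. Among the rest, leaving out 1 library gave 9 weaker calls and 1 stronger, and other settings 7 weaker and 3 stronger. Signs changed in 5 results with 1 library left out and in 2 with total counts. The filter at a mean of 5 CPM, no filter, scaling without mitochondrial genes and fits of only the groups compared each changed 1 sign. Unless a cause is given, the cause was not tested.

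Total counts moved the median of all genes to 0.195 in senescence and -0.102 in vehicle over time, and 12.49% of called genes were higher in vehicle over time in place of 49.93%, with 2350 of the 3443 called genes shared. The composition factor was the only change. Vehicle medians changed sign for UPR (-0.074), p53 (-0.033) and lysosome (-0.064) genes, as did ATF4 (-0.038) and DDIT3 (-0.108). Calls in vehicle were lost for CDKN1A (0.049), CCNG1 (0.098) and CTSB (0.087). They were gained for EIF2AK4 (-0.176, edgeR adjusted p 0.00133) and TRIB3 (-0.178). The UPR call in senescence was lost (-0.095), and 2-fold falls in vehicle rose from 43 to 91.

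The filter at a mean of 5 CPM tests fewer genes and also changes the TMM factors. Over the 11234 genes it keeps, it shifted log2 fold changes by a median of 0.151 in senescence, 0.053 for GNF-7 at 6 h, 0.101 at 24 h, 0.048 in the difference and 0.006 in vehicle. It gave 1173 rises and 746 falls of at least 2-fold in senescence, 184 and 36 for GNF-7 at 6 h, 489 and 377 at 24 h, 113 and 174 for the difference and 4 and 7 in vehicle, against 3434 and 1404, 772 and 105, 1917 and 727, 543 and 382, and 56 and 43. Over the same genes without that shift there were 934 and 1032 in senescence, 170 and 40 at 6 h, 373 and 474 at 24 h, 92 and 206 in the difference and 4 and 7 in vehicle, so in senescence and at 24 h the shift turned an excess of falls into one of rises. Signs changed for SASP (0.057), sterol (0.011) and lysosome (0.027) genes and EIF2AK4 (0.025) at 6 h, MAPK genes in the difference (0.017) and SASP genes in vehicle (0.009). Calls were lost for UPR in senescence (-0.077) and at 24 h (-0.423), p53 (-0.070) and SASP (-0.266) in the difference and lysosome in vehicle (0.052), and gained for p53 at 24 h (0.156).

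Without a filter the correlation of senescence with GNF-7 at 6 h was -0.134, the lysosome median at 24 h -0.013 and DDIT3 in vehicle -0.010, all of opposite sign. MAPK in senescence (-0.533) and interferon in the difference (-0.240) gained a call and SASP in the difference (-0.202) and RN7SL1 in vehicle (1.32, adjusted p 0.0728) lost it.

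DESeq2 gave 21 rises and 23 falls of at least 2-fold in vehicle. A block by replicate number gained calls for SASP at 24 h (-0.308) and UPR in the difference (-0.076) and lost that for RN7SL1 in vehicle (1.33, edgeR adjusted p 0.0542). It called more genes in each contrast, for example 13032 in place of 12999 in senescence and 3711 in place of 3443 in vehicle. Residuals of libraries with the same number had correlations between -0.037 and 0.058 over 30 pairs. Pairs with unlike numbers were not compared, so whether the numbers pair the samples stays open. Fits of only the groups compared lost the calls for UPR in senescence (-0.168) and lysosome in vehicle (0.043) and gave -0.002 for DDIT3 in vehicle. Scaling without mitochondrial genes lost the lysosome call in vehicle (0.038) and gave -0.006 for DDIT3.

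Removal of the trends changed the sign of MAPK at 6 h (-0.004) and 24 h (-0.015) and lysosome at 24 h (-0.035). Under cameraPR after that removal, UPR in senescence (-0.376) and interferon at 24 h (-0.379) lost their calls. MAPK in senescence (-0.354) and SASP at 6 h (-0.043), at 24 h (-0.319) and in vehicle (-0.065) gained calls. Whether the trends or the change of test moved these calls was not separated.

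With an estimated correlation, calls were lost in senescence for ISR (-0.696), UPR (-0.227), SASP (0.788), interferon (0.456) and lysosome (0.905), at 6 h for UPR (-0.292) and proliferation (-0.209), at 24 h for UPR (-0.524) and interferon (-0.283), in the difference for p53 (-0.118) and SASP (-0.215), and in vehicle for p53 (0.077), proliferation (-0.090), interferon (0.254) and lysosome (0.046). Medians are the same by construction. Fry gained MAPK in senescence (-0.549), SASP (-0.016) and interferon (-0.051) at 6 h, SASP (-0.303) and MAPK (0.086) at 24 h, and UPR (-0.078), MAPK (-0.023) and interferon (-0.237) in the difference, and lost lysosome in vehicle (0.046).

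Across the fits that each left out 1 library, a sign or call changed in these ranges. At 6 h, sterol ranged from -0.087 to 0.004, lysosome from -0.056 to 0.008 and MAPK from -0.009 to 0.035. At 24 h, SASP ranged from -0.409 to -0.271, interferon from -0.296 to -0.232, lysosome from -0.033 to 0.036 and MAPK from -0.013 to 0.092. In the difference, UPR ranged from -0.113 to -0.038, interferon from -0.277 to -0.169, SASP from -0.339 to -0.157 and MAPK from -0.048 to 0.012. In vehicle, SASP ranged from -0.074 to 0.049, UPR from -0.024 to 0.096 and lysosome from 0.017 to 0.089. Signs changed for EIF2AK4 at 6 h (-0.058 to 0.014) and, in vehicle, DDIT3 (-0.052 to 0.057) and ASNS (-0.277 to 0.061). The libraries that decide these are named with the results.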

Other observations

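The tests of 2-fold rises split by level at each time, by gene type and under other scalings, of olfactory receptor genes and of mitochondrial counts, and the simulated ranges for subsets of genes and values, were chosen only after the results were seen. The tests of other splits, downstream distance, GC content and the correlation were chosen before.

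Other splits of the 6 libraries of each comparison were tried. In senescence, GNF-7 at 6 h, GNF-7 at 24 h and vehicle over time, 1 of 10 splits, the real one, gave as many called genes. For lists the number of splits with at least as many calls was 3 of 10 in senescence, 6 of 10 for GNF-7 at 6 h, 4 of 10 for GNF-7 at 24 h and 2 of 10 in vehicle over time. With 10 splits a share under 0.05 cannot be reached, so chance cannot be excluded this way for genes or lists. For the number of called lists, camera with a preset correlation called as many in mixed groups, so that number alone says little.

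After GNF-7, 2-fold rises outnumbered 2-fold falls, 772 to 105 at 6 h and 1917 to 727 at 24 h. A possible source is genes with low counts, which can rise but hardly fall. Shares of rises were tested by an exact binomial test, which counts genes as independent. Genes that change together are not, so its p-values may be too small. Among genes with a mean of at least 5 CPM over the 6 libraries compared, rises were 80.86% of 2-fold changes at 6 h (169 rises and 40 falls, exact binomial p 4.59e-20), which argues against low counts as the whole source at 6 h. Under the 4 other scalings tried they were 81.22% to 83.78%. At 24 h they were 50.62% over all genes at that level (450 rises and 439 falls, exact binomial p 0.737), and the outcome differed by gene type. Among non-coding genes and pseudogenes at that level rises were 90.18% (101 rises and 11 falls, exact binomial p 2.26e-19), and 88.37% to 93.38% under the other scalings, which argues against low counts as the whole source there. Among protein-coding genes at that level they were 44.42% (342 rises and 428 falls), and their excess of rises lay under it (736 rises and 156 falls). That balance depends on the scaling. It was 43.77% to 47.2% with RLE, total counts and TMM without mitochondrial genes, but 56.71% (448 rises and 342 falls, exact binomial p 1.83e-04) with TMM factors from genes with a mean of at least 5 CPM, which shift the log2 fold changes at 24 h by 0.10, and over all genes at that level it was then 62.91%. Low counts as the source for protein-coding genes at 24 h therefore stay open. Splits on the mean of the vehicle libraries (38.91% at 24 h) and on the mean of all libraries (80.95% at 6 h, 44.04% at 24 h) weigh vehicle more than GNF-7, so they drop rises and keep falls, and the values at 24 h decide nothing. Even in the split on vehicle, non-coding genes had 51 rises and 15 falls at 24 h (77.27%).

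Of 4762 non-coding genes and pseudogenes tested, 769 rose at least 2-fold after GNF-7 at 24 h. Mitochondrial genes and genes that overlap a protein-coding gene on the same strand were then left out. That left 3953 genes, of which 686 rose, and the genes left out were not tested for the sources below. Reads running on from a gene upstream are a possible source. Within 10000 bases downstream of a protein-coding gene on the same strand lay 15.74% of those that rose and 16.16% of the others (odds ratio 0.969, Fisher's exact p 0.819), which argues against this for the 3953 genes. Genomic DNA in the GNF-7 libraries was weighed by the level of 396 olfactory receptor genes with a mean under 0.1 CPM. With all their counts in the highest GNF-7 24 h library taken as DNA, DNA gives 0.0022 CPM per kb of transcript. The gain of the 686 genes that rose was 213 times (median, quartiles 50 and 782) what DNA gives for the whole span of the gene, and 414 times by transcript length. It was above that level for 681 of the 686 genes by span, which argues against DNA as the source for these genes. The summed CPM of the same olfactory genes rose by a log2 value of 0.906 at 24 h, but the sums are near 0 and their ratio decides nothing.

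The correlation of the senescence change with the effect of GNF-7 at 24 h was 0.286 over the 10523 protein-coding genes with a mean of at least 5 CPM, against -0.02 to 0.019 in 95% of simulated data read over the same genes. After trends with GC content and length were removed it was 0.379, against -0.017 to 0.018 in simulated data treated the same way. Non-coding and low genes alone, or these trends alone, are therefore unlikely as its source. That GNF-7 moves senescent cells further along the senescence change remains a hypothesis: ISR genes moved the other way, p53 targets were not called at 24 h, and no other compound was used here. After removal of the trends the lower of the ISR medians at 6 h and 24 h was 1.511, which argues against GC content and length as the source of the rise of ISR genes.

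Against cycling cells, ISR genes in GNF-7 cells at 6 h had a median log2 difference of 1.02, with 37 of 45 positive, whereas sterol genes had a median of -1.19 with 0 of 22 positive.

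The share of mitochondrial counts was higher after GNF-7 at 24 h than in vehicle. MT-RNR2 made up 26.3% and MT-CO1 25.3% of the gain. Without the transcript that gained most, the lowest GNF-7 library was still at 19.7%, above the highest vehicle library without it at 17.24%, so 1 transcript is unlikely to be the only source. Mean total counts differed by a ratio of 1.042 and library totals overlapped, which argues against depth. Of 13 mitochondrial protein-coding genes, 6 were called higher and 1 lower at 24 h after TMM scaling. Whether cell state, RNA content or RNA quality changed the share was not tested.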
